A study of Homo sapiens with 26 samples. Its data were reported in "The transcriptional co-repressor Runx1t1 is essential for MYCN-driven neuroblastoma tumorigenesis" (2024).

How the data were processed

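RNA sequencing had been performed on KELLY cells, an established human neuroblastoma line with amplified MYCN. The cells carried a doxycycline-inducible lentiviral vector that was either empty (EV) or expressed a short hairpin RNA against RUNX1T1, named sh4 or shAMB in the labels. Each of the 3 lines was cultured for 72 h with doxycycline or with the solvent DMSO, in 3 replicates, which gave 18 libraries in 6 groups. A further 8 libraries came from KELLY xenografts in mice, 4 labelled control and 4 labelled RUNX1T1 knock-out, which per the labels received control food or food with doxycycline. Groups were taken only from the sample labels. Line name and replicate number match each cell culture count column to a DMSO and a doxycycline title. Columns headed Neg and Pos were read as DMSO and doxycycline from these words alone. The direction of every cell culture comparison rests on this reading.

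Libraries were prepared per the labels with a stranded total RNA kit and sequenced as paired reads. The labels also name polyA RNA as the molecule, and which of these holds is not settled, so that the meaning of small RNA shares is uncertain. For the RNA sequencing of mouse ganglia made with the same kit, the methods of the study describe alignment with STAR in 2-pass mode, quantification with RSEM and testing with edgeR. The human genome build and annotation are not stated, nor whether counting used the strand. The authors deposited 4 tables of 26485 genes each, namely RSEM expected counts and TPM (transcript abundance scaled by the authors for gene length and for the transcripts of each library) for the cell culture and for the xenograft libraries. The deposited expected counts are estimated counts that need not be whole, and 91.8% of the values in cell culture and 91.0% in xenografts were whole numbers. The deposited cell culture count table also holds a gene length in bases. Gene symbols were used as given in the tables, and 25313 of them matched a RefSeq symbol or synonym. Every column of per-sample values was used.

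Total expected counts ranged from 35115915 to 54736733 in cell culture and from 47346063 to 62378060 in the xenografts. The labels name no molecular identifiers, so that reads are not independent molecules and limits from counts cover counting error only. All other errors given are the spread between replicates or standard errors of the fitted model. The median over genes of the biological coefficient of variation, from the dispersion trend, was 0.115 in cell culture and 0.186 in the xenografts. No replicate columns were identical, and the chi-square per degree of freedom between the counts of replicates of one group was 1.80 to 62.7 in cell culture and 27.5 to 248 in the xenografts, above sampling noise. Each library was counted as 1 replicate, although these values do not show that the replicates of a cell culture group were separate cultures. Small non-coding and ribosomal RNA genes took 7.05% to 18.3% of the counts of the xenograft libraries but 74.4% to 86.9% of their TPM. In cell culture these shares were 0.717% to 1.55% of counts and 0.550% to 1.10% of TPM, and the cause of the difference was not tested. TPM values of other genes in the xenografts therefore depend on the small RNA content of a library, and TPM was used only for RUNX1T1, as an alternative.

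Expected counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (14905 in cell culture, 15960 in xenografts), libraries were scaled by TMM (factors of 0.974 to 1.07 and 0.936 to 1.09), and the quasi-likelihood F test (glmQLFit and glmQLFTest, two-sided) was applied with Benjamini-Hochberg adjustment over all genes tested in a comparison. All adjusted p-values of single genes come from this edgeR test unless another is named, and a gene with an adjusted p-value under 0.05 is referred to as changed. The 18 cell culture libraries entered 1 fit with a mean per group, and the 8 xenograft libraries were fitted alone. There were 7 comparisons: doxycycline against DMSO within each of the 3 lines, the 3 differences between lines in that effect, and xenografts labelled knock-out against control. Expression is given as CPM (counts scaled to a common library size by the TMM-adjusted totals), as mean ± SD over the replicates of a group. Where all libraries of a control group held at most 3 counts of a gene, its fold is given as a lower limit computed against 3 counts. RUNX1T1 TPM was compared with an exact two-sided permutation test, whose smallest p is 0.1 with 3 against 3 libraries and 0.0286 with 4 against 4.

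Gene lists were written by hand and cover MYC targets, E2F-driven replication, G2 and mitosis, nuclear-encoded respiratory subunits, mitochondrial and cytosolic ribosomal proteins, developmental regulators, sympathetic transcription factors, neuronal differentiation, NF-kappaB and immediate early genes, hypoxia, interferon-stimulated genes, the ATF4 response, p53 targets and cholesterol synthesis, together with protein-coding genes of the mitochondrial genome and 4 lists of host transcripts (fibroblast, endothelial, myeloid and red cell). Of these 20 lists 18 had at least 5 tested genes. None of the 13 mitochondrial genes was found in the tables, and the red cell list had too few tested genes. The gene set collections named by the study were not used here. Lists were tested by preranked enrichment in fgsea 1.28.0 (fgseaSimple, 10000 permutations of gene labels, genes ranked by the sign of the log2 fold change times the square root of F), adjusted over the lists of a comparison. A further list held 32 genes that the study names in its text. These were picked by the study partly on these samples, so that their counts are not independent evidence.

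Agreement between comparisons was measured by Pearson and Spearman correlation of log2 fold changes across genes, which are not independent replicates, by the share of genes with the same sign and by the overlap of changed genes (Fisher's exact test). Effects from which the empty vector effect was subtracted share the empty vector libraries, and were set beside 20 simulations of unchanged groups drawn from the fitted means and dispersions.

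Named genes were selected by a fixed rule: the 32 genes of the study list; among genes with a mean CPM of at least 1 in cell culture, changed in the same direction in the sh4 and shAMB lines and not so in the empty vector line, the 5 that rose and the 5 that fell with the largest smaller absolute log2 fold change; among xenograft genes with a mean CPM of at least 1, changed, and with all 4 libraries of one group above the other 4, the 5 that rose and the 5 that fell most; and among genes with a mean CPM of at least 1 that changed in the empty vector line, the 3 that rose and the 3 that fell most, of which only 2 rose. Results of some of these genes are not reported here and do not enter the counts of results for named genes. Gene positions and overlaps were taken from the GENCODE annotation of GRCh38, which need not be the build used for counting.

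Groups, tests, gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The alternatives were RLE size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, at least 10 counts in every library, a block for the replicate number, only the libraries of the groups compared, an adjusted p-value under 0.01, an absolute log2 fold change of at least 1, each library left out in turn, ranking of the lists on the log2 fold change, camera with a preset correlation of 0.01 and fry from limma 3.58.1, a mean CPM of at least 10 for the correlations, and TPM for RUNX1T1. After the data had been seen, 2 alternatives were added: removal of GC content and gene length trends from every library (spline offsets with 5 degrees of freedom per property), and libraries left out in turn for the correlations.

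For a search for seed matches, the 3′ UTRs of canonical GENCODE transcripts of at least 50 bases were scanned for all words of 7 bases. For 13192 cell culture genes (88.5% of those tested) and 13701 xenograft genes, the log2 fold change was regressed on the presence of each word after removing log length, GC content and their squares, for words in at least 100 genes, and t is the statistic of that regression. Shorter and longer words were also looked at and are not reported. Sites of 4 microRNA families driven by MYC and of 8 other families, written down after the scan of all words had been seen, were then ranked among all words by t and compared with 10000 random draws of as many words. Computations in Python 3.11.15 used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

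The procedures were tested on simulated data. Counts were drawn for the real genes from the real means and library sizes, with 200 genes changed by a log2 fold change of 1 and a list of 80 other genes shifted by 0.2. Far more genes changed in the real hairpin and xenograft comparisons, and error rates under so many changes were not tested. Of 14675 genes tested in cell culture, edgeR found 163 of the 200 with the right direction in the sh4 comparison, and 5 of its calls (2.84%) were genes that had not been changed. In the difference between the sh4 and empty vector lines it found 130, with 3 unchanged genes (2.24% of its calls). Of 15831 genes tested in the simulated xenografts it found 127, with 9 unchanged genes (6.62% of its calls, above the nominal rate). DESeq2 found 161 and 151, with 24 and 30 unchanged genes (11.9% and 16.5% of its calls). The planted list was called by each of the list tests in both data sets. Among 17 random lists of 60 genes, fry called 3 in cell culture, and no random list was called by the other list tests or in the xenografts. Over 13192 genes, 10 of 10 planted words ranked lowest in their scan.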

Results

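RNA was sequenced from KELLY cells, a human neuroblastoma line with amplified MYCN, in which doxycycline induces either a hairpin RNA directed against RUNX1T1 (the sh4 and shAMB lines) or an empty vector (EV line). RUNX1T1 encodes a transcriptional co-repressor. Each of the 3 lines had 3 libraries with doxycycline and 3 with DMSO after 72 h. A second set held 8 xenografts of KELLY cells grown in mice, 4 labelled control and 4 labelled RUNX1T1 knock-out. Total expected counts of the EV line were 44579339, 37557869 and 35115915 with DMSO and 40789471, 40630886 and 36387527 with doxycycline for replicates 1 to 3. Those of the sh4 line were 52445804, 51947872 and 41493018 with DMSO and 41952856, 50635651 and 39314391 with doxycycline. Those of the shAMB line were 41072387, 39494487 and 38306162 with DMSO and 42975094, 54736733 and 40460324 with doxycycline. The control xenografts had 48665362, 47346063, 57015202 and 61081075 counts, and those labelled knock-out had 55992707, 52251331, 62378060 and 51645463. The first principal components held 45.4% of the variance in cell culture and 60.0% in the xenografts. Before any induction, with DMSO, 167 genes differed between the sh4 and EV lines (89 higher and 78 lower in sh4) and 227 between the shAMB and EV lines (165 higher and 62 lower in shAMB).

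RUNX1T1, the gene targeted by the hairpins, was examined first in every library, which checks the labels. It lies on chromosome 8 at 91954972 to 92103286 (GRCh38, minus strand), and 0.488% of its exon sequence overlaps an exon of a gene on the other strand. In the sh4 line it was at 31.8 ± 1.94 CPM with doxycycline and 34.3 ± 0.898 CPM with DMSO (SD, n = 3 each), a log2 fold change of −0.11 (SE 0.0549, edgeR adjusted p 0.118), with all 3 doxycycline libraries below the DMSO mean. In the shAMB line it was at 42.5 ± 1.41 CPM and 40.9 ± 1.04 CPM (n = 3 each), a log2 fold change of 0.06 (SE 0.0546, adjusted p 0.378), with 3 of 3 doxycycline libraries above the DMSO mean. The EV line, which carries no hairpin, had 37.6 ± 1.05 CPM and 41.9 ± 2.41 CPM (n = 3 each), a log2 fold change of −0.16 (SE 0.0549, adjusted p 0.672), and its groups did not overlap, which chance gives for 10% of genes. Xenografts labelled knock-out had 30.2 ± 5.19 CPM and control xenografts 35.5 ± 5.51 CPM (n = 4 each), a log2 fold change of −0.23 (SE 0.146, adjusted p 0.229), with all 4 below the control mean. The 95% confidence intervals of the log2 fold change ran from −0.23 to 0.00486 for sh4, from −0.06 to 0.17 for shAMB and from −0.55 to 0.09 for the xenografts, so that a 2-fold fall of RUNX1T1 RNA lay outside them. Across the libraries RUNX1T1 had between 1228 and 2522 counts. The effect in the sh4 line did not differ from that in the EV line (difference 0.04, adjusted p 0.686), whereas that in the shAMB line was higher (difference 0.21, adjusted p 0.0353). Among the alternatives, the TPM table moved the values of the hairpin lines most, to a log2 ratio of 0.06 in the sh4 line (exact permutation p 0.5, smallest possible p 0.1, n = 3 each) and 0.25 in shAMB (exact p 0.1). In TPM the ratio was −0.20 in EV (exact p 0.1) and −0.14 in the xenografts (exact p 0.657, n = 4 each), and the adjusted values were 0.657 in sh4, 0.2 in shAMB, 0.2 in EV and 0.657 in the xenografts. After removal of GC content and gene length trends, which moved the xenograft value most, the fall passed the threshold in the sh4 line, with −0.27 (adjusted p 0.00017, range over 14 alternatives 0.00017 to 0.657), and in the xenografts, with −0.34 (adjusted p 0.0141, range over 15 alternatives 0.0141 to 0.657). Because the fall of RUNX1T1 RNA did not pass the threshold in any comparison of the deposited counts over all libraries (in sh4 it did, at −0.16, without the second doxycycline replicate), the groups are referred to by their labels throughout, and every direction given below is between libraries so labelled, not between measured levels of RUNX1T1.

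**Figure D1:**
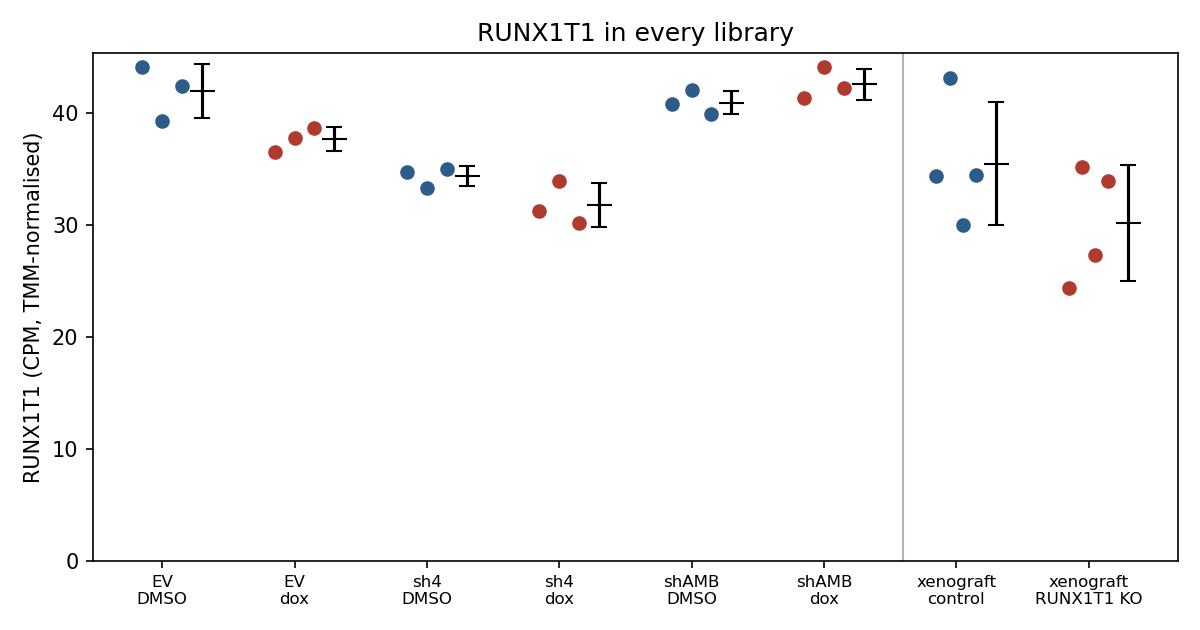
RUNX1T1 expression in CPM for each library, by group, with the mean and SD of each group. Doxycycline libraries labelled sh4 averaged 31.8 CPM against 34.3 CPM with DMSO, and xenografts labelled knock-out averaged 30.2 CPM against 35.5 CPM.

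Each line was then compared with and without doxycycline to ask which genes respond to induction of a hairpin, with the EV line as the background of doxycycline itself. Of 14905 genes tested, 14 changed in the EV line (2 higher and 12 lower, edgeR adjusted p under 0.05), 6091 in the sh4 line (3410 higher and 2681 lower, 40.9% of genes tested) and 9840 in the shAMB line (5602 higher and 4238 lower, 66.0%). At an unadjusted p under 0.05 these numbers were 879, 7243 and 10303. Most changes were small, with a median absolute log2 fold change among changed genes of 0.62, 0.43 and 0.61, and 0, 750 (467 higher and 283 lower) and 2662 genes (2108 higher and 554 lower) changed by at least 2-fold. The requirement of a log2 fold change of at least 1 moved the counts most among the alternatives. After removal of GC content and gene length trends, the share of changed genes that were higher went from 14.3% to 52.4% in the EV line and from 55.98% to 44.4% in the sh4 line, and the median log2 fold change of all genes in the shAMB line shifted by 0.12. The count in the EV line rested on single libraries, being 7 without the first DMSO replicate.

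**Figure D2:**
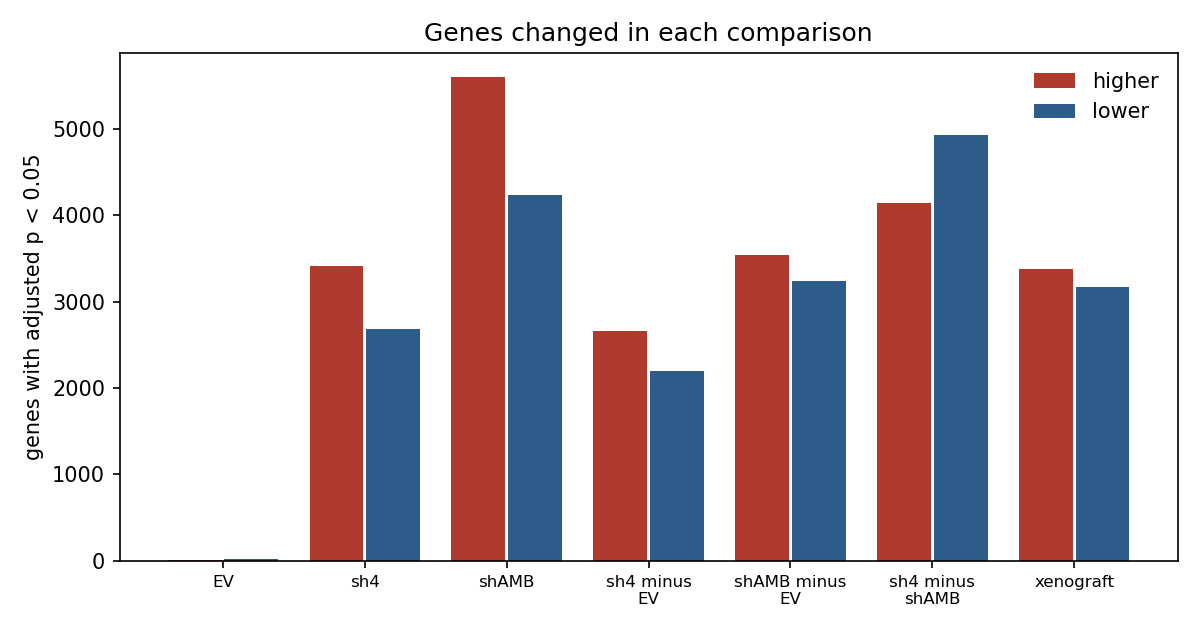
Number of genes (vertical axis) higher and lower in each of the 7 comparisons (edgeR adjusted p under 0.05). The EV line had 14 changed genes, the sh4 line 6091, the shAMB line 9840 and the xenografts 6555.

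Whether a hairpin line responded differently from the EV line was tested on the difference of the effects. The doxycycline effect differed between sh4 and EV for 4856 genes (2659 higher and 2197 lower in sh4, 32.6% of genes tested, median absolute difference 0.53) and between shAMB and EV for 6776 genes (3539 higher and 3237 lower in shAMB, 45.5%, median 0.64). Between sh4 and shAMB it differed for 9078 genes (4145 higher and 4933 lower in sh4, 60.9%, median 0.76), of which 3226 differed by at least 2-fold (819 higher and 2407 lower in sh4). With RLE factors more genes were lower than higher in shAMB against EV (3102 higher and 3525 lower) and slightly more were higher in sh4 against shAMB (4550 higher and 4464 lower), so that these balances depend on the scaling. After removal of GC content and length trends shAMB against EV gave 5056 higher and 3273 lower. The count for sh4 against EV was 7557 when the third doxycycline replicate of sh4 was left out, and more genes were then lower than higher (3565 higher and 3992 lower).

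Among genes with a mean of at least 1 CPM, those that changed in the same direction with both hairpins and not so in the EV line numbered 1123 that rose and 1036 that fell. The selected genes that rose were APCDD1L (log2 fold change 2.84 in sh4 and 3.29 in shAMB, against 0.08 in EV), VWF (2.42 and 3.09, against −0.22), CRH (2.45 and 2.40, against −0.39), TAP2 (2.33 and 3.14, against 0.05) and CRABP2 (2.12 and 2.56, against 0.00). CRABP2 was at 45.9 ± 6.47 CPM with doxycycline and 10.6 ± 0.223 CPM with DMSO in sh4 (adjusted p 1.0e-08) and at 48.8 ± 0.187 and 8.30 ± 1.56 CPM in shAMB (adjusted p 6.2e-10, n = 3 each). The selected genes that fell were HS3ST4 (−1.96 in sh4 and −1.96 in shAMB, against −0.05 in EV), C7 (−1.77 and −4.89, against −0.23), KCNAB1 (−2.20 and −1.76, against 0.09), PAQR8 (−1.62 and −2.21, against −0.08) and DGKK (−1.71 and −1.58, against −0.05). PAQR8 was at 21.3 ± 0.900 and 65.5 ± 1.55 CPM in sh4 (adjusted p 2.4e-12) and at 14.5 ± 0.752 and 66.8 ± 1.94 CPM in shAMB (adjusted p 3.3e-14, n = 3 each). For all of these genes the libraries of the doxycycline and DMSO groups did not overlap in either hairpin line. In the xenografts 8 of these genes changed in the same direction, whereas VWF (0.34, adjusted p 0.209) and CRH (−0.81, adjusted p 0.332) did not change. TAP2 shares 19.5% of its exon sequence with another gene on the same strand, so that its level is uncertain.

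In the EV line, the genes selected as changed by doxycycline alone were TG (log2 fold change 0.89, SE 0.112, adjusted p 0.00198), SYNM (0.85, SE 0.0642, adjusted p 1.2e-05), CDH6 (−0.93, SE 0.143, adjusted p 0.0139), PHACTR2 (−0.78, SE 0.131, adjusted p 0.0230) and CWC27 (−0.74, SE 0.0710, adjusted p 0.000103), each with all 3 doxycycline libraries on one side of all 3 DMSO libraries. CDH6 and CWC27 also fell in the sh4 line (−1.10 and −0.63), the shAMB line (−1.36 and −0.55) and the xenografts (−1.10 and −0.33), and the hairpin effects on both did not differ from that in EV. SYNM rose in every comparison (0.70, 1.96 and 1.25), while PHACTR2 rose in sh4 (1.19). In the xenografts PHACTR2 was at 0.739 to 1.25 CPM in those labelled knock-out, against 1.36 to 2.37 CPM in controls. The effect on TG was above that in EV in sh4 (difference 0.45, adjusted p 0.0393) and below it in shAMB (difference −0.73, adjusted p 0.00164). Exons on the other strand overlap 27.8% of the SYNM exon sequence, and its level is uncertain.

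The xenografts were compared to ask which genes differ in tumors of mice given doxycycline. Of 15960 genes tested, 6555 changed (3382 higher and 3173 lower in the xenografts labelled knock-out, 41.1%, median absolute log2 fold change 0.70), 7782 had an unadjusted p under 0.05 and 2002 changed by at least 2-fold (1487 higher and 515 lower). Without a filter on low counts 3041 were higher and 3566 lower, and without control replicate 1 these numbers were 2970 and 3284. The selected genes that rose were ATP6V0A4, CNGA3 (log2 fold change 6.45), PRKCZ (5.13), HAP1 (5.02) and PPP1R26 (4.97). ATP6V0A4 had 1 to 3 counts in the control xenografts and 139 to 542 in those labelled knock-out, and was at least 102-fold higher. The other 4 also rested on few counts in the controls, with at most 14 counts for any of them. In the shAMB line ATP6V0A4 was at least 14.2-fold higher and PPP1R26 at least 13.1-fold higher with doxycycline. PRKCZ and HAP1 rose in sh4 (0.97 and 1.70) and in shAMB (4.21 and 1.93). Neither effect in sh4 differed from that in EV (differences 0.49 and 1.10, adjusted p 0.562 and 0.355). In shAMB that of PRKCZ did (3.73, adjusted p 0.000255) and that of HAP1 did not (1.33, adjusted p 0.260). The selected genes that fell included HAS2 (−3.02), PCDH19 (−2.71), TF (−2.66) and ATOX1 (−2.50). PCDH19 was at 9.65 ± 2.46 CPM in xenografts labelled knock-out and 63.1 ± 7.32 CPM in controls (n = 4 each, adjusted p 4.2e-06), and it also fell in sh4 (−0.44), in shAMB (−1.52) but not past the threshold in EV (−0.14). HAS2 rose in sh4 (0.80) and fell in shAMB (−2.03). ATOX1 fell in shAMB (−2.63) but not past the threshold in sh4 (−0.24). TF had at most 23 counts in any library of the hairpin lines, with 1.07 in shAMB (adjusted p 0.0470) and 1.01 in sh4 (not past the threshold, adjusted p 0.0571). Exons on the other strand overlap 12.2% of the exon sequence of PRKCZ, whose level is uncertain.

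Of 32 genes that the study names, 0 changed in the EV line (2 at an unadjusted p under 0.05), 14 in sh4 (8 higher and 6 lower), 23 in shAMB (11 higher and 12 lower) and 18 in the xenografts (7 higher and 11 lower). When adjusted over the list alone, the counts were 0, 14, 23 and 20, which is not independent evidence because the list was chosen in part on these samples. MYCN rose from 2192 ± 146 to 3513 ± 500.3 CPM in sh4 (log2 fold change 0.68, SE 0.0788, adjusted p 4.6e-06), from 2128 ± 42.5 to 6316 ± 327 CPM in shAMB (1.57, SE 0.0802, adjusted p 1.8e-10, n = 3 each) and was at 7157 ± 1135 CPM in xenografts labelled knock-out against 2595 ± 201 CPM in controls (1.46, SE 0.139, adjusted p 3.1e-05, n = 4 each). In the EV line it was at 2301 ± 62.8 and 2194 ± 90.0 CPM (0.07, adjusted p 0.701), and both hairpin effects exceeded that of EV (differences 0.61 and 1.501, adjusted p 0.000616 and 3.9e-08). MAX, which encodes the dimerisation partner of MYCN, fell by 0.22 on the log2 scale in sh4 (adjusted p 0.00363), by a log2 fold change of −0.59 in shAMB (adjusted p 1.6e-07) and of −0.48 in the xenografts (adjusted p 0.00234), with no overlap between groups, and was unchanged in EV (0.08, adjusted p 0.672). GSPT1, CLNS1A and NAP1L1 fell in shAMB (−1.25, −1.05 and −1.07) and the xenografts (−0.92, −0.93 and −1.03), and of these NAP1L1 alone fell in sh4 (−0.41). MKI67, which encodes Ki67, did not change past the threshold in sh4 (−0.14), shAMB (0.02) or the xenografts (−0.37, adjusted p 0.0765). The hairpins changed 7 of the 32 genes in the same direction and 6 in opposite directions, namely HAND2 (0.23 in sh4 and −0.55 in shAMB), KDM1A (0.13 and −0.55), HDAC1 (0.28 and −0.66), HDAC3 (0.23 and −0.27), MXD1 (−0.68 and 0.67) and MXI1 (0.30 and −0.79). The sh4 effect did not differ from that in EV for HAND2 (adjusted p 0.0615), KDM1A (0.0916) and HDAC3 (0.144). It did for HDAC1 (0.000950), MXD1 (0.00767) and MXI1 (0.0333), and the shAMB effect did for all 6. The difference between the hairpins passed the threshold for 20 genes. RCOR3, MXD3 and MNT changed direction in shAMB when GC content and length trends were removed. Exons on the other strand overlap 16.1% of the MAX, 24.1% of the HAND2, 24.2% of the MXD3, 12.2% of the MNT and 9.24% of the HDAC3 exon sequence, and these levels are uncertain.

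Gene lists were tested to ask which processes move together. Of 18 lists, 11 passed the threshold in the EV line, 12 in sh4, 12 in shAMB and 11 in the xenografts. Ranking on the log2 fold change moved the EV count most, to 2, and the shAMB count to 6. The EV calls are the background for the others: its normalised enrichment scores (NES) were 3.06 for cytosolic ribosomal proteins, 2.62 for the ATF4 response, −2.64 for G2 and mitosis and −2.12 for p53 targets. The MYC target list had NES of 1.56 in EV, −1.99 in sh4, −2.15 in shAMB and −2.36 in the xenografts, with median log2 fold changes of 0.04, −0.15, −0.22 and −0.23. Nuclear-encoded respiratory subunits had NES of 1.45, −2.63, −2.11 and −2.51, with medians of 0.05, −0.30, −0.21 and −0.29. Mitochondrial ribosomal proteins gave 1.68, −1.56, −1.74 and −2.14, and cytosolic ribosomal proteins gave −3.05, −2.30 and −2.95 in the sh4 line, the shAMB line and the xenografts. Ribosomal protein genes have many pseudogene copies, so that their levels are uncertain. G2 and mitosis fell in each hairpin comparison (−2.21, −2.02 and −2.35), whereas E2F-driven replication fell in shAMB (−2.36) and the xenografts (−2.89) and did not pass in EV (0.757) or sh4 (0.938). Developmental regulators gave −1.61 in EV and rose elsewhere (1.75, 1.70 and 1.74). NF-kappaB and immediate early genes (0.839 in EV, not past the threshold, then 1.62, 2.43 and 2.30) and interferon-stimulated genes (−0.879 in EV, not past the threshold, then 1.497, 2.11 and 1.95) rose with both hairpins and in the xenografts. Neuronal differentiation genes had opposite signs with the hairpins, at −2.03 in sh4 and 1.86 in shAMB, with 2.04 in the xenografts and −1.57 in EV, where the median log2 fold change was 0.05 and had the other sign. The ATF4 response was 1.68 in sh4, −1.54 in shAMB, where its median log2 fold change of 0.06 had the other sign, and −1.40 in the xenografts (not past the threshold). For p53 targets the NES was 2.06 in sh4, with −1.17 and 0.865 (not past the threshold) in shAMB and the xenografts. Cholesterol synthesis gave 1.62 in EV, −0.833 in sh4 (not past the threshold), −1.79 in shAMB and −2.33 in the xenografts. In preranked enrichment hypoxia passed in EV alone (1.76, against 1.25, −1.10 and −1.40), and sympathetic transcription factors in sh4 alone (1.72, against 0.828 in EV, 1.44 and 1.34). Differences in enrichment between lines were not tested. The host lists passed in none of the comparisons by this preranked test, with NES of 0.666, 0.805, 0.709 and −0.817 for endothelial, 0.719, 1.39, −1.24 and −0.977 for fibroblast and 1.29, 0.518, 0.555 and 1.16 for myeloid transcripts in EV, sh4, shAMB and the xenografts. With camera 4, 12, 11 and 12 lists passed. With fry 3 lists passed in EV (ATF4 response, hypoxia and p53 targets), 13 in sh4, 17 in shAMB and 13 in the xenografts. These held all 12 preranked calls in sh4, all 12 in shAMB and all 11 in the xenografts. Fry does not compare a list with the other genes. Where many genes change, as in these comparisons, passing it says little about the list itself. Fry added hypoxia in sh4 and shAMB, p53 targets in shAMB, sympathetic factors in shAMB and the xenografts, host myeloid transcripts in shAMB (fry adjusted p 0.0301) and the xenografts (0.00143), and host endothelial transcripts in shAMB (0.0378). After removal of GC content and length trends the MYC target list (NES −1.06, median 0.02), the respiratory subunits (−1.35, median 0.04), the mitochondrial ribosomal proteins (0.706), G2 and mitosis (−1.17) and the developmental regulators (1.21) no longer passed in shAMB, and mitochondrial ribosomal proteins, interferon-stimulated genes and sympathetic factors no longer passed in sh4. In EV, G2 and mitosis (0.508) and neuronal differentiation (1.00) no longer passed, while E2F-driven replication (1.62) and NF-kappaB and immediate early genes (−1.69) did. Sympathetic factors in shAMB (1.65) and the ATF4 response in the xenografts (−1.72) also passed then.

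**Figure D3:**
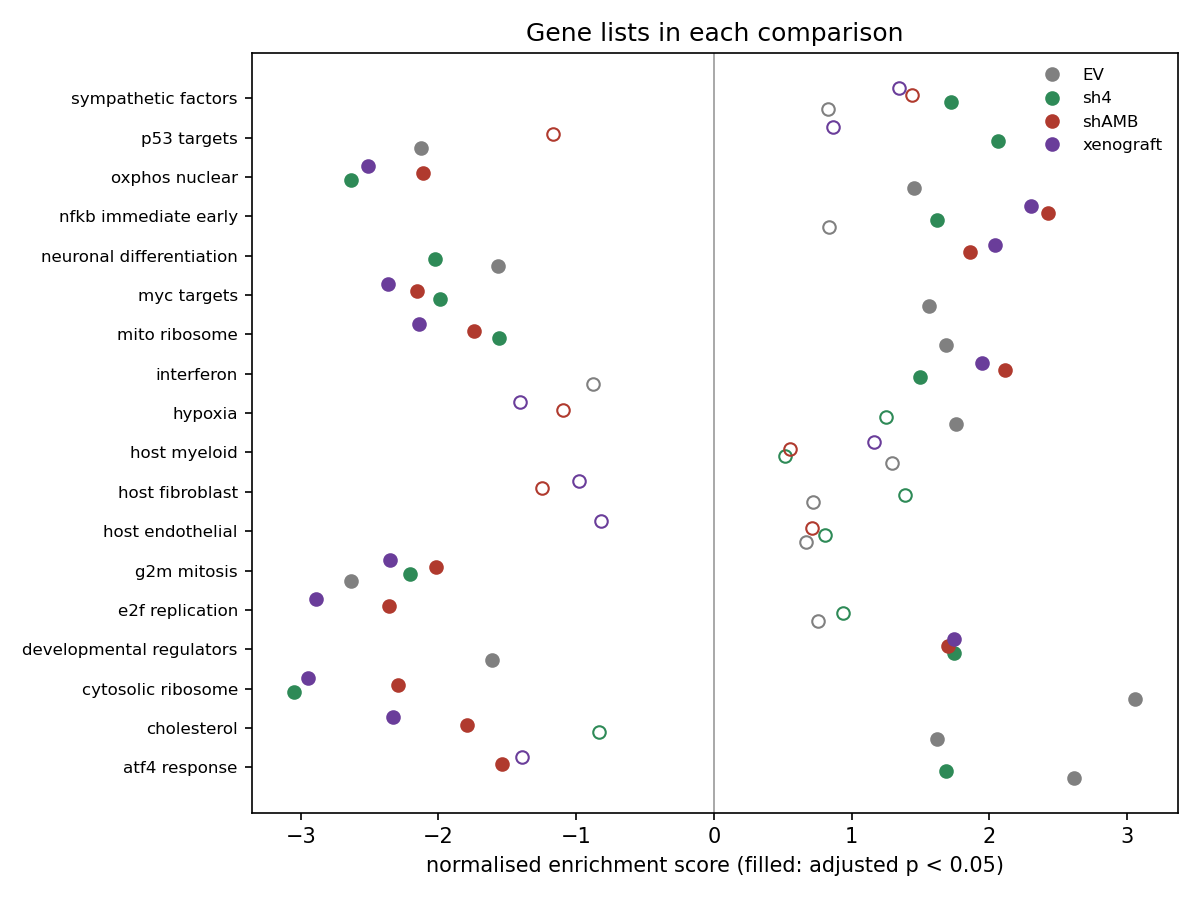
Normalised enrichment score (horizontal axis) of each tested gene list in the 4 comparisons of libraries, with filled points for lists past the threshold (adjusted p under 0.05) and open points for the others. The MYC target list scored 1.56 in EV, −1.99 in sh4, −2.15 in shAMB and −2.36 in the xenografts.

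The effects were then compared with each other to ask how far the hairpins and the xenografts share a response. Across 14905 genes, which are not independent replicates, the log2 fold changes of sh4 and shAMB had a Pearson correlation of 0.0823 and a Spearman correlation of −0.0194, and 47.98% of genes had the same sign. Both lines changed 4204 genes, against 4021 foreseen by chance (Fisher's exact p 1.2e-10), of which 2364 (56.2%) changed in the same direction and 1840 in opposite directions. Without the third doxycycline replicate of sh4 these numbers were 2338 (42.8%) and 3131, so that the majority rests on that library. After subtraction of the EV effect from both, the correlation was 0.196 and the same-sign share 50.1%. Simulated unchanged groups that share the EV libraries gave 0.508 on average (0.400 to 0.567 over 20 simulations) and 66.9%. No gene was changed in these simulations, unlike in the real lines. They show that a shared control alone can raise both values, but not by how much it did here. Of 2587 genes whose effect differed from EV in both lines, 1641 (63.4%) had the same direction and 946 opposite directions. The simulations gave 0 genes called in both, and so no baseline for this share. Without subtraction of EV, the correlation was −0.0802 when the third doxycycline replicate of sh4 was left out and 0.184 without the first DMSO replicate of sh4. The shAMB and xenograft effects had a Pearson correlation of 0.743 and a Spearman correlation of 0.709 over 14670 genes, with 76.0% of the same sign, and of 5071 genes changed in both (4081 by chance) 4973 (98.1%) changed in the same direction. For sh4 and the xenografts the correlations were 0.219 and 0.188, with 56.9% of the same sign, and of 2964 genes changed in both (2523 by chance) 1981 (66.8%) changed in the same direction. The EV effect had a correlation of −0.00125 with the xenograft effect, −0.185 with that of sh4 and 0.161 with that of shAMB. Of the 14 genes changed in EV, 10 also changed in the xenografts, all 10 in the same direction (5.86 by chance, Fisher's exact p 0.0304). No xenografts were labelled empty vector, so that effects of the hairpin and of doxycycline food cannot be told apart there. Of the 14670 genes tested in both data sets, 870 were higher and 738 lower in sh4, shAMB and the xenografts alike.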

Values the study reported

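From gene set enrichment analysis, the study reported that Hallmark MYC target and oxidative phosphorylation gene sets were 3 to 5-fold lower in each of its 3 RUNX1T1 shRNA experiments. The quantity behind this fold was not stated, and it need not be a fold change of expression. It reported a reduction of MAX protein by more than 50% in KELLY cells after RUNX1T1 depletion. It also reported lower RUNX1T1 levels in KELLY cells with either hairpin after 72 h of doxycycline. Immunostaining of KELLY xenografts excised at 7 days was reported to show loss of RUNX1T1. The Ki67 proliferative index of KELLY xenografts excised at 7 days was reported as 47.5 ± 4.4% in knockdown tumors and 80.4 ± 4.3% in control tumors, with P = 0.029. For tumors at the endpoint, the study described the index as only slightly lower after knockdown than in controls.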

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

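The removal of GC content and gene length trends was chosen after the data had been seen. The readings of the tests in this part were set out before their outcomes were known, except where a later value is named.

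The doxycycline effect differed between the sh4 and EV lines for 4856 genes, between the shAMB and EV lines for 6776 and between sh4 and shAMB for 9078, each by a test of the difference itself. Of 100 splits drawn from 200 possible ones, 2 gave at least as many genes for sh4 against EV, the real one included, 2 for shAMB against EV and 1 for sh4 against shAMB. The other split that reached as many gave 5725 genes for sh4 against EV and 6975 for shAMB against EV, and each exchanged a single pair of DMSO libraries. The median over the other splits was 0 genes in each case. Splits that exchanged only DMSO libraries still gave 2913 to 5725 genes for sh4 against EV and 5872 to 6975 for shAMB against EV. For sh4 against shAMB such splits gave 5683 to 7609. A random grouping of the doxycycline libraries is therefore argued against for counts as high as these. With DMSO libraries kept and 1 doxycycline pair exchanged, a split gave 3716 genes for sh4 against EV and another 5106 for sh4 against shAMB. With 2 such pairs exchanged, a split gave 1838 genes for sh4 against shAMB, while most splits of this kind gave few or no genes. Grouping of the DMSO libraries moved the counts little for shAMB against EV, but more for the other comparisons. Doxycycline acting without a hairpin is argued against for the hairpin lines: over the genes changed in sh4, the median EV log2 fold change in the direction of the call was −0.04, against 0.43 in sh4 itself, a ratio of −0.104, and over the genes changed in shAMB it was 0.05, against 0.61, a ratio of 0.0852. A difference between the hairpin sequences remains open, and other differences between the lines were not tested.

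More genes had counts in control xenograft 4 (21013) than in the other control xenografts (18269 to 18506). Depth is argued against, since 20683 genes were foreseen for this library at the lowest total of the control xenografts. For mouse host cells, the reading set out beforehand was met, with a summed 7.60 CPM over host list genes that are low in cell culture against at most 6.38 CPM in the other controls, so that host reads stay open. The libraries labelled knock-out had more of this signal (11.8 to 15.9 CPM) and fewer genes with counts (19622 to 19820), which is a comparison across groups and does not exclude host reads in this library. Small amounts of RNA or DNA from elsewhere may also have added genes, since the 977 genes with counts in this library and no other xenograft held 0.00557% of its counts, with a median of 2 counts. No biological explanation was tested.

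Single libraries also stood apart for a few named genes. KDM1A was at 414 CPM in control xenograft 2, against 495 to 511 CPM in the other controls, and CDH6 was at 3.53 CPM in control xenograft 3, against 4.40 to 4.55 CPM. Among xenografts labelled knock-out, TCF4 was at 480.1 CPM in replicate 1, against 604 to 621 CPM, and MXD1 at 16.4 CPM in replicate 4, against 13.1 to 13.5 CPM. In all, 5 of 122 groups of 4 libraries stood apart in this way, where chance gives 6.1, so that these values form no pattern beyond chance. No explanation of the single values was tested.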

How the results depend on the processing

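The removal of GC content and gene length trends and the correlations with libraries left out were chosen after seeing the data. There were 23 main results with 344 alternative values, of which 288 stayed the same (same direction and side of the threshold, or within 1.5 times for a count), 40 moved, 3 passed a threshold they had not passed and 13 changed direction. The cause was not tested for any change below, except that a stricter threshold or fewer libraries gives fewer genes by construction.

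Requiring a log2 fold change of at least 1 left 0 genes in EV (879 at an unadjusted p under 0.05 without it), 750 in sh4, 2662 in shAMB, 838 for sh4 against EV, 1892 for shAMB against EV, 3226 for sh4 against shAMB and 2002 in the xenografts. An adjusted p under 0.01 left 7 genes in EV, 2878 for sh4 against EV and 4196 in the xenografts. With only the libraries of the groups compared there were 6 genes in EV and 3727 in sh4. When each library was left out in turn, the count ran from 7 to 14 in EV (7 without DMSO replicate 1) and from 3753 to 7557 for sh4 against EV (7557 without the third doxycycline replicate of sh4). The other counts of changed genes stayed within 1.5 times. More genes were lower than higher for shAMB against EV with RLE factors (3102 higher and 3525 lower), DESeq2 (3040 and 3520), no filter (3026 and 3338), an adjusted p under 0.01 (2347 and 2515) and only the libraries compared (3574 and 4059). The same held without a filter for sh4 against EV (2107 and 2197) and the xenografts (3041 and 3566). With the third doxycycline replicate of sh4 left out, more were lower in sh4 (3968 and 4082) and sh4 against EV (3565 and 3992). The xenografts also had more lower genes without control 1 (2970 and 3284) or control 2 (3194 and 3234). Without replicate 3 labelled knock-out the numbers were 2700 and 2739. For sh4 against shAMB more were higher with RLE factors (4550 and 4464) and DESeq2 (4481 and 4364). GC content and length removal changed the share of higher genes for sh4 against EV from 54.8% to 34.5% and for sh4 against shAMB from 45.7% to 33.05%, and shifted the median log2 fold change for sh4 against shAMB by −0.20.

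The log2 fold change of RUNX1T1 expression in the sh4 line was −0.27 after GC content and length removal and 0.064 in TPM, and ran from −0.16 to −0.076 with a library left out. Without the second doxycycline replicate of sh4, the value of −0.16 passed the threshold (edgeR adjusted p 0.0434, range over all 14 alternatives 0.00017 to 0.657). The log2 fold change of RUNX1T1 expression in the shAMB line changed sign to −0.019 with RLE factors, −0.018 with DESeq2 and −0.024 with only the libraries compared, none past the threshold (adjusted p 0.123 to 0.940 over 14 alternatives). In the xenografts it was −0.34 after GC content and length removal.

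The study genes changed in sh4 numbered 24 after GC content and length removal. The lists called in EV numbered 4 with camera, 3 with fry and 2 when ranked on the log2 fold change, and ran from 7 to 11 with a library left out (7 without DMSO replicate 3). In shAMB 6 lists were called when ranked on the log2 fold change.

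The correlation of sh4 and shAMB was −0.0137 over genes with a mean CPM of at least 10, 0.196 after subtraction of EV and 0.210 after GC content and length removal, and ran from −0.0802 (without the third doxycycline replicate of sh4) to 0.184 (without its first DMSO replicate). That of EV and the xenografts was −0.114 over genes with a mean CPM of at least 10 and −0.0431 after GC content and length removal, and ran from −0.0655 (without replicate 1 labelled knock-out) to 0.0503 (without replicate 4 labelled knock-out). That of sh4 and the xenografts ran from 0.153 to 0.263. That of shAMB and the xenografts was 0.782 after GC content and length removal and ran from 0.669 to 0.783.

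Of 118 results for named genes, 96 kept direction and side of the threshold in every alternative, and 98 of 1559 alternatives, in 20 results, no longer passed. Of the 118 results, 3 changed sign, all in shAMB after GC content and length removal: RCOR3 to 0.028 (adjusted p 0.650, range over 13 alternatives 5.0e-07 to 0.650), MXD3 to −0.18 (0.221, range 0.0026 to 0.221) and MNT to −0.067 (0.230, range 0.000184 to 0.230).

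A replicate block gave 15 genes in EV, 5974 in sh4, 9756 in shAMB, 4735 for sh4 against EV, 6617 for shAMB against EV, 9003 for sh4 against shAMB and 4929 in the xenografts. Libraries with the same number did not consistently deviate together (correlations −0.233 to −0.0323 in EV, −0.603 to −0.0755 in sh4, −0.101 to 0.130 in shAMB and −0.497 to 0.374 in the xenografts), and no pairing by number was seen. A shared axis between cell culture libraries, described below, was left in these values, so that they cannot exclude a pairing. Depth limits the genes with few counts in the control xenografts, whose folds are lower limits or have wide errors.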

Other observations

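The test of both strands of a hairpin, the tests of mouse host cells, the test of small RNA content, the test of competition with microRNAs in the sh4 line and the test of GC content along the shared axis were chosen only after the results they explain had been seen, and the microRNA families were written down after the scan of words.

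Of the 10 splits of 6 libraries, 1 gave as many genes in EV, 1 in sh4 and 1 in shAMB, which is the real one, and so small a design cannot argue against a random grouping. The next split gave 4368 genes in sh4, and no other split gave any gene in EV or shAMB. Of the 35 splits of the xenografts, 1 gave as many genes, the real one, which argues against a random grouping. GC content and gene length bias is argued against as the whole cause of the changes: after its removal a share of 0.643 of the genes changed in EV, 0.858 in sh4, 0.740 in shAMB and 0.957 in the xenografts still changed in the same direction. Small RNA genes held 7.05 to 18.3% of the counts in control xenografts and 7.47 to 15.9% in those labelled knock-out, so that the groups overlapped. With this percent as a term in the fit, a share of 0.969 of the changed genes (6355 of 6555) still changed in the same direction. No gene followed the term at an adjusted p under 0.05 (0 genes, and 1423 of 15960 at an unadjusted p under 0.05), so that this fit decides nothing. Of 5729 changed genes for which this was counted, 4690 had all 4 libraries of one group above the other 4. Levels that follow small RNA content could not separate groups that overlap in it, which argues against it for these 4690 genes. For the other changed genes small RNA content, with any library quality that it tracks, stays open.

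Reads from mouse host cells are argued against as the whole cause of the xenograft changes, since a share of 0.759 of the changed genes (4973 of 6555) also changed in the same direction in cultured shAMB cells, where no mouse cells are present. For the other changed genes host reads stay open. Of 38 host list genes tested, 32 were also tested in cell culture, so that the 13 changed ones (8 higher and 5 lower) do not measure host reads. The 49 host list genes that are low in culture summed to 11.8 to 15.9 CPM in xenografts labelled knock-out and 5.20 to 7.60 CPM in controls. In the shAMB culture their sum rose as well, from 2.82 to 4.28 CPM with DMSO to 7.02 to 7.61 CPM with doxycycline, a ratio of means of 2.12. For these genes host reads and a rise within the tumor cells cannot be told apart, because the tables do not separate mouse from human reads.

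A shared axis of variation between libraries of one cell culture group held 39.7% of the residual variance. Its gene loadings followed GC content (Spearman correlation 0.844 across 14402 genes) and gene length less (−0.179), which is consistent with a GC content bias between libraries. The third doxycycline replicate of sh4 had the highest score (38) and the first the lowest (−24.7). Effects correlated with the axis across genes at −0.278 in sh4, 0.465 in shAMB and 0.371 in EV. After removal of GC content and length trends the correlation of sh4 with shAMB rose by 0.128, from 0.0823 to 0.210, under the rise of 0.3 set beforehand. GC content trends of opposite direction are therefore argued against as the whole cause of the low correlation, while a part in it stays open.

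In the sh4 line, genes whose 3′ UTR holds the word GCTTGCT had lower log2 fold changes (t = −15.2 over 1550 genes, difference −0.21), and 33.2% of them fell against 16.9% of other genes. The size of this t was 2.41 times the highest t of any word. After GC content and length removal t was −15.4. The same word had t of −0.89 in EV, −1.69 in shAMB and −1.10 in the xenografts. The next words were TGCTTGC (t = −8.38), TGCACTA (t = −8.17), CTTGCTA (t = −7.58) and ATGCACT (t = −7.55), of which TGCTTGC and CTTGCTA overlap the first word. The lowest word lies in RUNX1T1, but so do 47.9% of all words, so that this condition alone is weak. Together, the reverse complement of GCTTGCT and the word TGCACTA lie in the sequence AGCAAGCGACCATGCACTA (19 bases) on chromosome 8 at 91991822 to 91991840 (GRCh38, minus strand), in coding exon 7 of the canonical RUNX1T1 transcript and in 16 of 46 transcripts. Only 0.244% of words had such an arrangement. A candidate explanation is that both strands of a hairpin against this site enter silencing complexes and lower other transcripts by seed pairing. The hairpin sequences were not used here. Removing the 3363 genes with such a word did not raise the correlation of sh4 with shAMB, which went from 0.0836 to 0.0422 (a rise of −0.0414), so that these transcripts are argued against as the cause of the low correlation.

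In the shAMB line the lowest word was GAACCGT (t = −6.73 over 269 genes, 43.5% fell against 29.3%), followed by −3.99. Its size was 1.16 times the highest t and it is not in RUNX1T1, so that neither condition set beforehand was met. Because it stands apart from the next word, seed pairing of this hairpin is left open, on values looked at later. In the xenografts the same word had t = −4.87, and the first sh4 word −1.10, which meets the reading set beforehand for cells that carry the shAMB hairpin. However, the correlation of the word statistics alone (0.761) foresees −5.32, so that these values alone do not separate the same hairpin from a shared response. The labels name no hairpin for the xenografts. The study describes its in vivo experiment as made with one of the hairpins used in culture, the one built on an Ambion siRNA, to which the name shAMB appears to refer.

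Genes with sites of the 4 MYC-driven microRNA families rose in sh4: the median rank of their 8 sites was at percentile 100 of 10000 random draws (0 draws as high), against 82.2 in EV, 100 in shAMB and 99.97 (3 draws as high) in the xenografts. The sites CACTTTA, GTGCAAT and GCACTTT had the highest t of all words in sh4 (6.31, 5.85 and 5.62). In the xenografts TTTGCAC had the highest (5.19). Because the families were written down after that scan, these percentiles describe the rise and cannot test it. For 16 sites of 8 other families the percentile was 100 in sh4 (0 draws as high), 20 in EV, 57.5 in shAMB and 11.7 in the xenografts. MIR17HG, which encodes the microRNA cluster of several MYC-driven families, rose in sh4 (log2 fold change 0.36, adjusted p 0.00237, 3 of 3 libraries), fell in shAMB (−1.24, adjusted p 4.4e-09) and fell in the xenografts (−0.94, adjusted p 0.000228, 4 of 4 libraries), against −0.10 in EV. Exons on the other strand overlap 20.5% of its sequence. In sh4, lower transcription of this gene is argued against, while release of all microRNA targets, or hairpin RNA competing with the cells' own microRNAs, may account for the rise of both site sets. In the xenografts, the test of competition set beforehand was met by the MYC-driven sites, but the verdict rests on the other families looked at later, which competition or a general release would raise too and which did not rise, so that both are argued against there. Lower MIR17HG could account for the rise of the MYC-driven sites in the xenografts. No microRNA was measured.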
